A study of Homo sapiens with 48 samples.

How the data were processed

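The experiment was a pooled CRISPR knockout screen in 3 human squamous carcinoma cell lines that stably expressed the Cas9 nuclease: A-431 (called A431 here), an epidermoid carcinoma line, CAL27, a tongue carcinoma line, and SCC-13 (SCC13), a skin carcinoma line. Per the series design, the guide RNA library targeted 334 genes and held 136 non-targeting guides. Per the labels' protocols, guide virus was added at a low multiplicity, infected cells were selected with puromycin, and a portion was frozen as the initial time point. The rest was cultured for 3 weeks or mixed with Matrigel and injected into the rear flanks of immunodeficient mice, where tumors were taken after about 2 months. A431 and CAL27 cells were injected into SHO mice and SCC13 cells into NOD scid mice lacking the interleukin-2 receptor gamma chain. Genomic DNA was amplified in 2 rounds of PCR and the guide sequences were sequenced. The labels give 48 samples in 10 groups, of which 10 are initial samples and 38 are later ones.

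Per the submitters' processing notes, Bowtie2 was used, and its version is not given in the sources used here. The authors deposited 1 table per line and setting, with no header line, of log fold changes per gene, not read counts. The log base, the pseudocount, the way guides were summed up per gene and the genome build are not given in the sources used here, so values are called log units and are not converted to folds. Each table held the same 327 genes and 1 row for the non-targeting guides, which was 0 in each of the 38 value columns. The deposited values are therefore relative to the non-targeting guides. The direction is not written in the tables. Genes needed for DNA replication stood far below 0, and negative values are read here as loss of a knockout between the initial and the later time point. The number of value columns of each table equalled the number of later samples of its group, but the columns carry no replicate numbers, so a column is called a value column and stands for 1 tumor or culture. No 2 columns of a table held the same values. Since the tables hold no counts, depth is unknown, and a lower depth or fewer engrafted cells in a tumor cannot be separated from its other noise.

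Each value column was centred on its median over the 327 genes. This was chosen before the data were examined, and the deposited values, which are centred on the non-targeting guides, were the first alternative. Changes are thus relative to the median gene of the library. The library was chosen by its makers for the study, so its median gene need not be neutral. Each table was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit with an intercept and eBayes), tested against 0, and adjusted by the Benjamini-Hochberg method at 0.05. Tumors were compared with culture in 1 fit of both tables per line, and the tumors of the 3 lines in 1 fit with a moderated F test and 3 pairwise contrasts. These fits across tables assume that all tables use the same log base and guide summary, as their common gene set and layout allow. The initial cells are the reference of every column of a table, so their own error is in none of the tests. The labels do not say which tumors shared a mouse or whether cultures were started separately, and p-values measure only the spread between these tumors or cultures.

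The genes named were set by a rule written before the data were examined. It takes, per comparison, the 10 lowest and the 10 highest means among genes past the threshold whose sign was that of the mean in at least 75% of columns (for fits of tumors against culture, the tumors' side of the culture mean). Where fewer than 5 genes passed, the 5 lowest and 5 highest means are given as values that did not pass. The rule adds the list member with the smallest adjusted p in each tumor fit, and always ITGB1, FERMT1, EGFR and the non-targeting row. For pairwise contrasts between lines, the rule was applied to the difference, without the share of columns.

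Of 24 gene lists fixed before the data were examined, 18 had at least 3 measured genes and were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. They were integrin subunits, integrin adaptors, laminins, matrix proteins, matrix proteases, tumor-specific keratinocyte markers, epithelial-mesenchymal transition, TGF-beta signalling, basal keratinocyte markers, keratinocyte differentiation, cell cycle, core cell fitness, AP-1, hypoxia and glycolysis, MAPK and PI3K signalling, cell junctions, S100 and annexins, and actin cytoskeleton. The tumor-specific keratinocyte list was recalled from the study, which chose it on patient tumors, not on these screens. Some members are in more than 1 list.

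The fits were tested on simulated data for 327 genes, with each gene's own spread and 20 genes changed by each of 3 sizes. At a change of 1 log unit, 70% were recovered in A431 culture, 60% in CAL27 culture, 85% in A431 tumors, 35% in CAL27 tumors and 35% in SCC13 tumors. At a change of 2 log units, the shares were 70%, 90%, 100%, 95% and 90% in the same order. At 0.5 log units they were 15%, 75%, 15%, 5% and 0%. Each share rests on 1 draw of 20 genes and is rough, as CAL27 culture shows, where more were recovered at 0.5 than at 1. The simulated values had no floor and no error of the initial cells. For tumors against culture, a difference of 2 was recovered for 80% of genes in A431 and for 0% in CAL27. For the F test between lines, a shift of 2 in SCC13 was recovered for 55%. Between 0% and 10.7% of the calls in these simulations were false.

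Alternatives fixed beforehand were the deposited values, scaling by the MAD, quantile normalization, robust eBayes, arrayWeights, exact sign-flip permutation, an own spread per setting or line, leaving out each column, other settings of camera, medians and Spearman's coefficient. After the data were seen, a fit without 21 genes that share 1 exact value was added. Gene positions are those of the GENCODE v44lift37 annotation on GRCh37. Guide positions were not analysed here.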

Results

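Guide RNA abundance was measured in A431, CAL27 and SCC13 squamous carcinoma cells before and after growth in culture or as xenografts. The later samples were 2 cultures and 8 tumors of A431, 2 cultures and 10 tumors of CAL27, and 16 tumors of SCC13, each set against 2 initial samples of its line and setting. The screen asked which of the library genes the cells need to grow as tumors and which they need in culture. The tables gave 1 log fold change per gene for each tumor or culture, and the number of reads behind a value is unknown.

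Most targeted genes lay below the non-targeting guides. The median gene lay at -0.37 and -0.36 log units in the A431 cultures and at -0.49 and -0.47 in the CAL27 cultures. In tumors it lay between -0.55 and -0.07 in A431 and between -1.50 and -0.56 in CAL27. In SCC13 it lay between -2.67 and -0.67 in 15 tumors and at 0.53 in value column 3. All changes below are relative to this median unless stated otherwise. The 2 cultures had a Pearson correlation across genes of 0.79 in A431 and 0.92 in CAL27. The mean correlation between 2 tumors was 0.40 in A431, 0.54 in CAL27 and 0.39 in SCC13, with ranges of 0.24 to 0.49, 0.43 to 0.64 and 0.05 to 0.79. Columns of a table share their initial cells, which alone raises these correlations by an unknown amount, so they are not compared between settings. The SD over genes was 0.50 and 0.51 in A431 cultures and 0.57 and 0.59 in CAL27 cultures. In tumors it ranged from 0.42 to 1.34 in A431, from 1.09 to 2.23 in CAL27 and from 1.89 to 2.87 in SCC13.

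**Figure D1:**
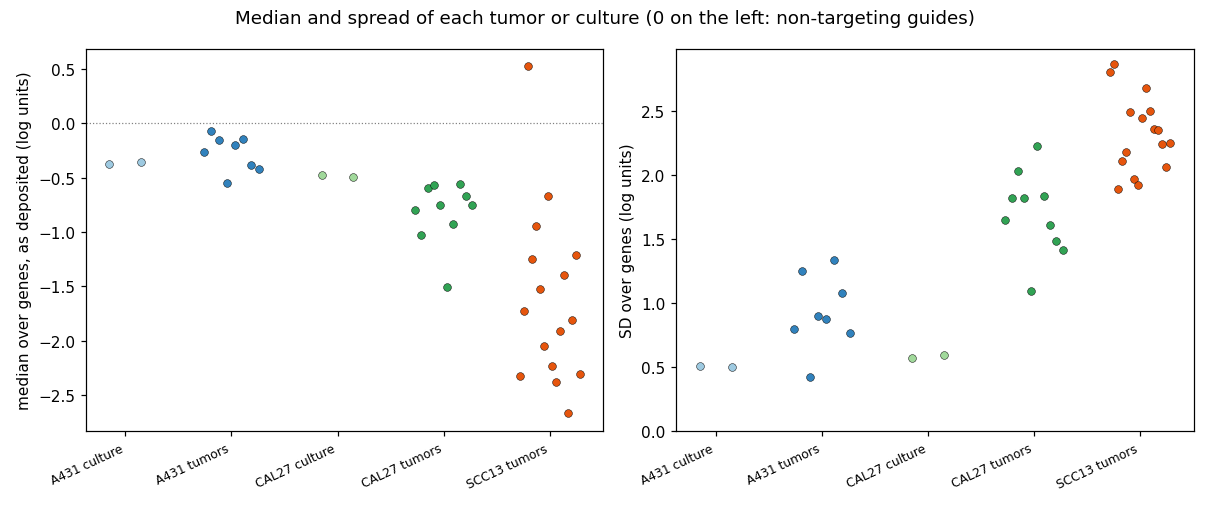
The left panel plots the median deposited log fold change over all genes for each tumor or culture, with the non-targeting guides at 0, and the right panel plots the SD over genes, both in log units. Each point is 1 value column, and 37 of the 38 medians lie below 0, the exception being an SCC13 tumor at 0.53.

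In A431 tumors, knockouts of ITGB1, FERMT1, TP63 and EGFR were lost, along with those of the cell cycle genes MCM5, PCNA and UBE2C. ITGB1, the beta-1 integrin subunit, stood at -2.26 ± 0.83 log units (SD, n = 8) and was below the median in 8 of 8 tumors (limma adjusted p = 7.74e-05). FERMT1, which encodes the integrin activator kindlin-1, stood at -1.99 ± 0.74 in 8 of 8 tumors (adjusted p = 0.000112). TP63, a master transcription factor of squamous epithelium, had the lowest mean at -2.79 ± 2.02 in 7 of 8 tumors. EGFR, the epidermal growth factor receptor, fell to -1.76 ± 1.22 (adjusted p = 0.00306). CD151, a tetraspanin partner of laminin-binding integrins, fell to a mean of -2.15 ± 2.61, a value set largely by 1 tumor at -8.22, and its call was lost in 8 of 14 alternatives. MCM5 of the replicative helicase (-2.22), the actin-binding profilin PFN1 (-2.07), the condensin subunit SMC4 (-1.97), the tubulin TUBB (-1.95), the replication clamp PCNA (-1.93) and UBE2C, an enzyme of the anaphase-promoting complex (-1.77), completed the lowest genes. The highest means belonged to SMARCA4, an ATPase of the SWI/SNF chromatin remodeller, at 1.94 ± 0.62 in 8 of 8 tumors (adjusted p = 7.74e-05), and to the receptor NOTCH3 at 1.66 ± 0.68 in 8 of 8 (adjusted p = 0.000299). JUP, a desmosomal plaque protein (1.09), DEGS1, a desaturase of ceramide synthesis (1.05), DDIT4 (1.03), CALML3 (0.96), E2F8 (0.95), TUBB4B (0.93), TPM2 (0.86) and the caveolar protein PTRF (0.84) followed.

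By gene list, 9 of 31 measured cell cycle genes fell in A431 tumors and 1, E2F1, rose (10 and 1 adjusted over the list alone), among them CENPF at -1.12 and BIRC5 at -1.25. The camera adjusted p was 0.016 at the preset correlation, and adjusted p = 0.41 with an estimated correlation. Of 8 core fitness genes, TUBB and PCNA fell and none rose (4 fell adjusted over the list alone, camera adjusted p = 0.063). Of 7 integrin subunits, ITGB1 and ITGAV fell and 5 did not pass (2 fell and 1 rose adjusted over the list alone, camera adjusted p = 0.37). Of 5 integrin adaptors, FERMT1 and CD151 fell while the caveolin CAV1 and FHL2 rose. Of 17 tumor-specific keratinocyte markers, a list the study chose on patient tumors, FERMT1 and ITGB1 were the 2 that fell (2 adjusted over the list alone), and the list as a whole did not stand apart (camera adjusted p = 0.66). Of 15 basal keratinocyte markers, TP63 fell and CAV1 and KRT6B rose (1 and 3 adjusted over the list alone, camera adjusted p = 0.31).

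In all, 39 genes were lower and 26 were higher in A431 tumors. Relative to the non-targeting guides the split was 73 lower and 7 higher. The exact sign-flip test called 0 of them. With 8 tumors it allows no p below 0.0078, and too few genes reached that p to pass the adjustment over all genes. By contrast, 107 genes had an unadjusted limma p under 0.05. Leaving out value column 1 or 4 cut the lower genes to 25 and 24. Without column 1, 2, 4 or 7 the higher genes were 16, 16, 15 and 14.

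In CAL27 tumors, the means of FERMT1 and ITGB1 were among the 10 lowest. DUT, the enzyme that clears dUTP, had the lowest mean, -5.36 ± 1.79 log units (SD, n = 10, limma adjusted p = 6.35e-08). FERMT1 was next at -4.14 ± 1.24 (adjusted p = 6.48e-08), and ITGB1 stood at -3.67 ± 1.83 (adjusted p = 3.76e-06), each below the median in 10 of 10 tumors. EGFR fell to -2.98 ± 1.13 in 10 of 10 tumors (adjusted p = 1.65e-06). PFN1 (-3.98), SMC4 (-3.91), the DNA methyltransferase DNMT1 (-3.64), MCM5 (-3.59), the replication factor GINS2 (-3.44), the glycolytic enzyme PKM (-3.09) and TUBB (-3.02) were the other lowest genes, all in 10 of 10 tumors. DEGS1 was highest at 2.73 ± 0.83 in 10 of 10 tumors (adjusted p = 1.06e-06). EZH2, the methyltransferase of Polycomb repressive complex 2, stood at 2.31 ± 1.07 in 10 of 10 tumors (adjusted p = 2.11e-05). HIST1H4C (2.21), IRF2 (2.19) and the differentiation marker KRTDAP (1.89) were also among the highest. The hormone precursor gene ADM (2.52), TPM2 (2.49), PLP2 (2.28), DMKN (2.20) and DST (1.91) stood as high, but each of these 5, like TPM2 and CD151 in A431, shared 1 exact value with other genes in at least 1 column of the 5 tables.

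Of 31 cell cycle genes, 16 fell and 4 rose in CAL27 tumors (17 and 4 adjusted over the list alone, camera adjusted p = 0.018, adjusted p = 0.12 with an estimated correlation). The 4 that rose were CKS2, E2F1, MKI67 and TK1. Of 8 core fitness genes 7 fell, MYC at -2.48 and TUBB among them (7 adjusted over the list alone, camera adjusted p = 0.0013, adjusted p = 0.25 with an estimated correlation). Of 19 keratinocyte differentiation markers, 9 rose and 1, FABP5, fell (9 and 1 adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.25 with an estimated correlation). CALML3, CSTA, DMKN, DSG1, GRHL1, KRTDAP, LGALS7, LGALS7B and SBSN rose. Of 9 AP-1 and immediate early genes, ATF3, FOSL1, JUN, JUNB and MYC fell and BHLHE40 rose (5 and 1 adjusted over the list alone, camera adjusted p = 0.29). ITGB1 was the 1 integrin subunit of 7 that fell, and ITGB4, its beta-4 relative of hemidesmosomes, rose (1 and 1 adjusted over the list alone, camera adjusted p = 0.98). Of 17 tumor-specific keratinocyte markers, chosen by the study on patient tumors, FERMT1, ITGB1 and LAMA3 fell and INHBA, LAMB3 and VIM rose (3 and 1 adjusted over the list alone, camera adjusted p = 0.98). In total 72 genes were lower and 61 higher, against 164 lower and 18 higher relative to the non-targeting guides.

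In SCC13 tumors the knockout of CDKN2B, which encodes the cyclin-dependent kinase inhibitor p15, was enriched far beyond any other. Its mean was 7.72 ± 2.73 log units (SD, n = 16), above the median in 16 of 16 tumors (limma adjusted p = 1.71e-24), and 6.10 relative to the non-targeting guides. ADM (4.72), DEGS1 (4.07), TPM2 (3.96), PTRF (3.17), CALML3 (2.92), FAM46B (2.87), the transcription factor CEBPD (2.86), the defensin DEFB1 (2.78) and KRT6A (2.77) followed, of which ADM, TPM2 and KRT6A shared an exact value with other genes in some column. The lowest means were those of DNAJC9 (-3.66 ± 2.21), DNMT1 (-3.53), DUT (-3.51), the mitotic cyclin CCNB1 (-3.27), PABPC1 (-3.19), EGFR (-3.10 ± 1.27 in 16 of 16 tumors, adjusted p = 1.09e-08), ARPC2 (-3.08), YBX1 (-3.07), JUNB (-2.92) and PFN1 (-2.89). ITGB1 stood at -2.73 ± 1.52 in 15 of 16 tumors (adjusted p = 3.82e-07) and FERMT1 at -1.88 ± 1.98 in 14 of 16 (adjusted p = 0.000505). In 101 of the 120 pairs of SCC13 tumors, 4 or more genes differed by exactly the same amount to 6 decimals. Guides with no reads left would give such differences. Between 8 genes (value column 8) and 140 genes (value column 7) per tumor were at this floor, EGFR and ITGB1 in 11 of 16 tumors each. The floor was thus not particular to EGFR and ITGB1, and the lower and higher calls in SCC13 tumors rest on columns that hold such values. Values at the floor are bounds on the loss. In CAL27 tumors such differences were found in 6 of 45 pairs, with EGFR in 3 and FERMT1 in 2 of 10 tumors, and in A431 tumors in 0 of 28.

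Of 31 cell cycle genes, 16 fell and 5 rose in SCC13 tumors (16 and 5 adjusted over the list alone, camera adjusted p = 0.051, adjusted p = 0.74 with an estimated correlation). BIRC5, CKS2, H2AFZ, MKI67 and NUSAP1 rose. Of 8 core fitness genes CDK1 (-1.65) and MYC (-1.28) fell and none rose. PCNA (0.19) and TUBB (-0.02), which fell in A431 and CAL27 tumors, did not pass. Of 7 integrin subunits ITGB1 and ITGA3 (-1.11) fell and ITGB4 (2.42) rose. Of 10 epithelial-mesenchymal transition genes, 7 rose, BASP1, CALD1, CDH13, TNFRSF12A, TPM1, TPM2 and VIM, and PTHLH fell (7 and 1 adjusted over the list alone, camera adjusted p = 0.051, adjusted p = 0.21 with an estimated correlation). Of 17 tumor-specific keratinocyte markers, FERMT1, ITGB1 and PTHLH fell and CDH13, INHBA, TNFRSF12A and VIM rose (3 and 4 adjusted over the list alone, camera adjusted p = 0.71). Of 19 differentiation markers, 7 rose and FABP5 fell (7 and 1 adjusted over the list alone, camera adjusted p = 0.17). Of 15 basal keratinocyte markers, KRT5, KRT6A, KRT6B, CAV1, DST and ITGB4 rose while TP63 and S100A2 fell (7 and 2 adjusted over the list alone, camera adjusted p = 0.40). In total 78 genes were lower and 77 higher, against 220 lower and 13 higher relative to the non-targeting guides. Without value column 3 the counts were 83 and 74.

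**Figure D2:**
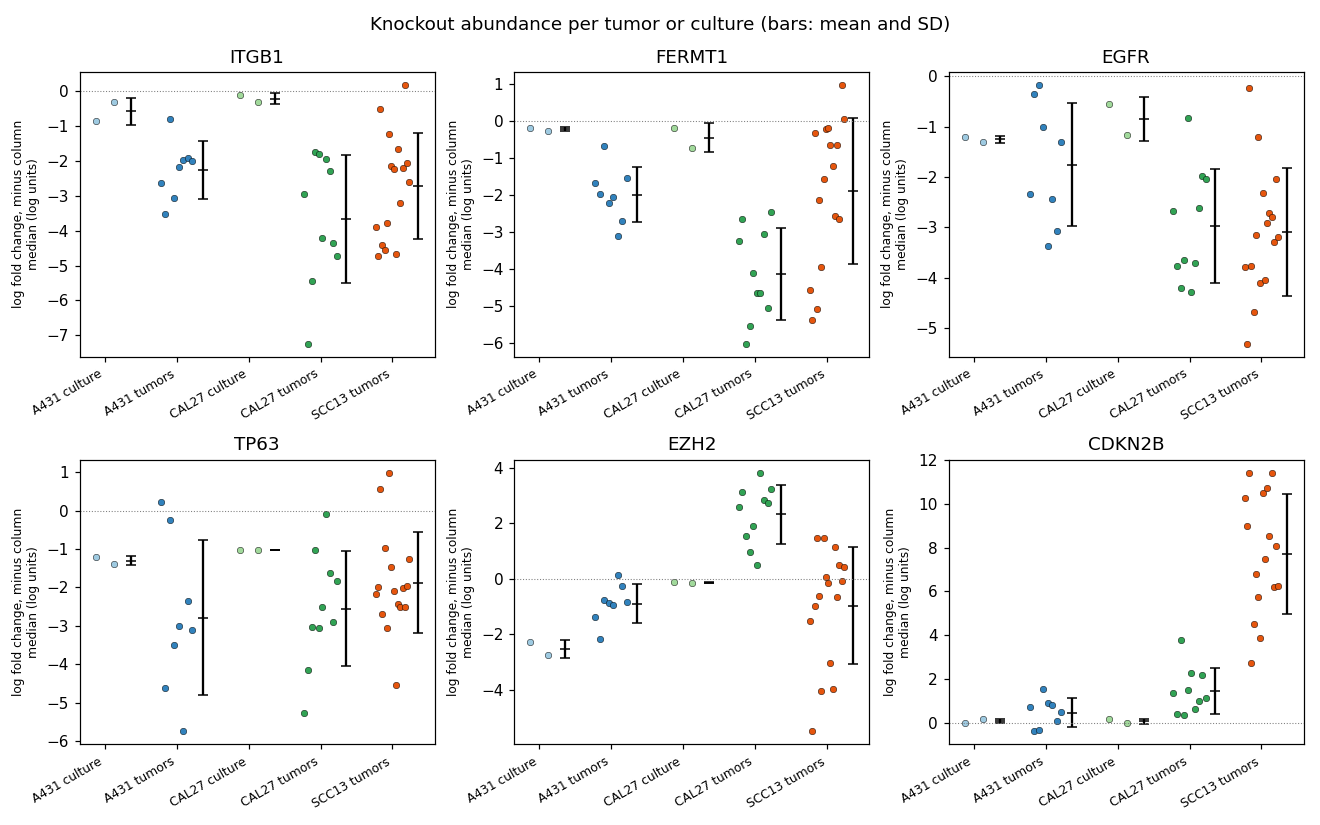
Each panel plots the log fold change of 1 gene minus the column median, in log units, with a point per tumor or culture and a bar for the mean and SD. ITGB1 and FERMT1 lie lower in tumors (means of -4.14 to -1.88) than in culture (-0.58 to -0.21), and CDKN2B lies highest in SCC13 tumors (mean 7.72).

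Tumors of the 3 lines shared more changed genes than independent lists would. ARPC2, CCNB1, DNAJC9, DNMT1, EGFR, FEN1, FERMT1, HSP90B1, ITGB1, MCM5, PFN1, PKM, SMC4, TP63, UBE2C and UBE2S fell in all 3, which makes 16 genes where independent lists would share 2.05. Of these 16, all but ITGB1 and FERMT1 were also lower past the threshold in culture of A431, CAL27 or both, so most of the shared losses were not particular to tumors. ADM, CALML3, CAV1, DEGS1, FHL2, IRF3, IRX3, NOTCH3 and TPM2 rose in tumors of all 3 lines, 9 genes against 1.14. Of these 9, ADM, IRF3, IRX3 and TPM2 shared an exact value with other genes. Across genes, mean changes correlated between A431 and CAL27 tumors (Pearson r = 0.63, Spearman rho = 0.59), A431 and SCC13 tumors (0.54 and 0.56) and CAL27 and SCC13 tumors (0.63 and 0.59). Genes are not independent replicates, and 3 such pairs of lines were computed. Leaving out value column 2, 4 or 7 of the A431 tumors cut the shared higher genes to 5, 4 and 5. Relative to the non-targeting guides 58 genes were lower and 1 was higher in all 3 lines, and the sign-flip test gave 0 and 0 because it called none in A431.

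In A431 culture, EZH2 had the lowest mean at -2.53 ± 0.33 log units (SD, n = 2, limma adjusted p = 0.010). DUT (-2.13), the thymidylate synthase TYMS (-1.81), DNMT1 (-1.77), the flap endonuclease FEN1 (-1.73), DNAJC9 (-1.55), PKM (-1.52), the actin regulator CFL1 (-1.51), the ribosomal protein GNB2L1 (-1.44) and the endoplasmic reticulum chaperone HSP90B1 (-1.32) followed. EGFR fell to -1.25 ± 0.07 (adjusted p = 0.010). ITGB1 at -0.58 ± 0.39 (adjusted p = 0.11) and FERMT1 at -0.21 ± 0.06 (adjusted p = 0.30) did not pass. SERPINB4 (0.77), ANXA5 (0.71), E2F7 (0.69), LGALS1 (0.64), DEGS1 (0.64), KRT5 (0.55) and SLC25A6 (0.55) were the 7 higher genes, below 37 lower ones. Relative to the non-targeting guides 136 were lower and 1 was higher. Of 31 cell cycle genes 9 fell and none rose (10 fell adjusted over the list alone, camera adjusted p = 0.054).

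In CAL27 culture, the lowest genes were DUT at -3.00 ± 0.19 log units (SD, n = 2, limma adjusted p = 0.0073), PKM (-2.85), TYMS (-2.67), DNMT1 (-2.53), MYC (-2.02), PFN1 (-2.02), the repair gene BRCA1 (-1.93), GINS2 (-1.90), SMC4 (-1.88) and FEN1 (-1.67). EGFR at -0.85 ± 0.44 (adjusted p = 0.061), FERMT1 at -0.44 ± 0.39 (adjusted p = 0.16) and ITGB1 at -0.21 ± 0.16 (adjusted p = 0.19) did not pass. The highest genes were VSNL1 (0.59), ELF2 (0.55), NMU (0.49), MPZL2 (0.48), KRT5 (0.46), HMGB2 (0.46), REST (0.45), ID2 (0.45), DSC3 (0.45) and SERPINB3 (0.42), 10 of the 16 higher genes, and relative to the non-targeting guides they lay between -0.06 and 0.11. Of 31 cell cycle genes 18 fell and HMGB2 rose (20 and 1 adjusted over the list alone, camera adjusted p = 0.00039, adjusted p = 0.83 with an estimated correlation). Of 8 core fitness genes 7 fell (8 adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.83 with an estimated correlation). Of 13 junction genes CLDN1, DSC3, DSG1 and MPZL2 rose and none fell (6 rose adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.83 with an estimated correlation). There were 61 lower genes, against 293 lower and 0 higher relative to the non-targeting guides, where 126 genes had an unadjusted p under 0.05 in the limma fit of centred values. With 2 cultures per line, these calls rest on the spread pooled over genes.

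Set directly against culture, FERMT1 and ITGB1 had the 2 most negative differences in CAL27 tumors and some of the most negative in A431 tumors. FERMT1 differed by -3.69 log units (SE 0.86) in CAL27 and by -1.78 (SE 0.52) in A431, and ITGB1 by -3.46 (SE 1.11) and -1.68 (SE 0.56). For both genes 10 of 10 CAL27 tumors and 8 of 8 A431 tumors lay below the culture mean. These differences did not pass in the limma fit with 1 spread for both settings, where the adjusted p was 0.12 and 0.24 for FERMT1 and 0.20 and 0.30 for ITGB1. With an own spread per setting the adjusted p was 6.88e-06 and 0.00125 for FERMT1 and 5.69e-05 and 0.00435 for ITGB1. Over the alternatives with both cultures it ranged from 5.99e-06 to 0.20 for FERMT1 in CAL27, from 0.00125 to 0.34 for FERMT1 in A431, from 5.69e-05 to 0.31 for ITGB1 in CAL27 and from 0.00435 to 0.44 for ITGB1 in A431. With 1 culture left out, when the spread comes from the tumors alone, it was 0.98 to 0.99 in CAL27 and 0.997 to 0.999 in A431 for each of ITGB1, FERMT1 and EGFR. EGFR differed by -2.12 (SE 0.82) in CAL27 and by -0.51 (SE 0.74) in A431. Its adjusted p was 0.35 and 0.99 with 1 spread and 0.000755 and 0.50 with an own spread, and over the alternatives with both cultures it ranged from 0.000755 to 0.47 in CAL27 and from 0.50 to 0.996 in A431. The 7 integrin subunits as a list did not pass (camera adjusted p = 0.94 in CAL27 and 0.49 in A431).

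Other differences that did not pass either were PCNA (-2.04), CD151 (-1.99), TUBB (-1.92) and MCM5 (-1.82) at the low end in A431, and SMARCA4 (2.17), SLC2A1 (1.67), EZH2 (1.63), NOTCH3 (1.58) and TUBA1C (1.56) at the high end. In CAL27 they were HSPA5 (-2.54), DUT (-2.36) and MCM5 (-2.28), and TYMS (3.08), DEGS1 (2.60), TPM2 (2.49), ADM (2.46) and EZH2 (2.46). The fit with 1 spread called 0 genes in either line, with 20 genes in A431 and 30 in CAL27 at an unadjusted p under 0.05. With an own spread per setting, 11 genes were lower and 14 higher in A431 tumors than in culture, and 47 lower and 54 higher in CAL27. Across genes, tumor and culture means correlated with Pearson r = 0.47 and Spearman rho = 0.36 in A431 and with 0.65 and 0.47 in CAL27.

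**Figure D3:**
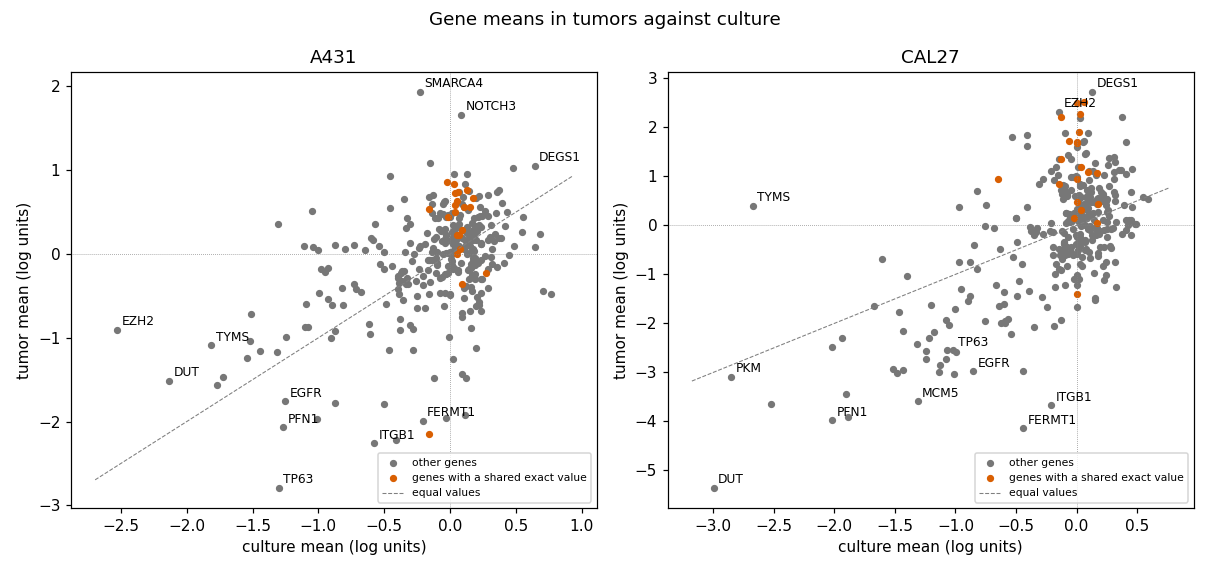
Each point is the mean log fold change of 1 gene in culture (x axis) and in tumors (y axis), minus the column median, in log units, for A431 on the left and CAL27 on the right. ITGB1 and FERMT1 lie far below the dashed line of equal values, and orange points mark 21 genes that share an exact value with other genes in some column.

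Lines differed in which knockouts changed in tumors. These values are relative to the median gene. Over tumors, its median distance from the non-targeting guides was -1.77 in SCC13, -0.75 in CAL27 and -0.23 in A431. Positive means in SCC13, such as that of BIRC5, are therefore lower relative to those guides. CDKN2B stood at 0.46 in A431, 1.45 in CAL27 and 7.72 in SCC13 tumors. EZH2 stood at 2.31 in CAL27 but at -0.90 in A431 and -0.98 in SCC13. BIRC5, an inhibitor of apoptosis needed in mitosis, stood at -1.25 in A431 and -1.99 in CAL27 and at 2.06 in SCC13. The tubulin TUBB4B stood at -2.17 in CAL27 and at 0.93 and 2.52 in A431 and SCC13. The glucose transporter SLC2A1 stood at 0.36 in A431 and at -2.30 and -2.48 in the other lines. FERMT1 was lower in CAL27 than in SCC13 tumors by 2.26 log units (adjusted p = 0.0051), while ITGB1 and EGFR passed in none of the 3 contrasts, with adjusted p of 0.27 to 0.69 and 0.10 to 0.91. Values at the floor in SCC13 tumors, which FERMT1 had in 5 of 16, are bounds, so contrasts with SCC13 neither measure such differences exactly nor rule them out. The F test found 87 genes that differed between the lines. The contrasts gave 11 genes for CAL27 against A431, 69 for SCC13 against A431 and 58 for SCC13 against CAL27. With an own spread per line, CAL27 and A431 differed in 76 genes. SCC13 tumors grew in another mouse strain, so line and strain cannot be separated for them.

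The positions of the genes with the largest roles above are those of the annotation on GRCh37, all protein-coding. ITGB1 lies on chromosome 10 from 33176201 to 33294720, FERMT1 on chromosome 20 from 6055492 to 6103861 and EGFR on chromosome 7 from 55086710 to 55279321. TP63 lies on chromosome 3 from 189349178 to 189615065, EZH2 on chromosome 7 from 148504349 to 148581413, SMARCA4 on chromosome 19 from 11071608 to 11190102 and NOTCH3 on chromosome 19 from 15269849 to 15311806. CDKN2B lies on chromosome 9 from 22002902 to 22009304 and DUT on chromosome 15 from 48623208 to 48635570.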

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

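All tests in this part were set before their results were seen.

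Of 63 quantities checked for a tumor far from the rest in A431 and CAL27 tumors (named genes, medians and SDs), 2 stood out, where chance gives about 1 in 20. CD151 was at -8.22 log units in value column 2 of the A431 tumors, with the nearest other tumor at -2.54. The deposited median over genes was -1.50 in value column 6 of the CAL27 tumors, with the nearest other at -1.02.

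Random assignment of tumors to lines could be excluded for the counts of genes that differ between lines: of 100 splits, 1, the real one, gave as many genes each time. Tumors of a line share their initial cells, so the splits cannot exclude that error in those cells gave part of these counts. The F test gave 87 genes in the real split and at most 6 in the others. The contrast of CAL27 and A431 gave 11 against at most 1, that of SCC13 and A431 gave 69 against at most 11, and that of SCC13 and CAL27 gave 58 against at most 7.

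The knockouts that differed most between lines by limma's contrasts are listed as differences of means in log units. For CAL27 minus A431 they were DUT (-3.85), TUBB4B (-3.10), GINS2 (-2.90), PTMA (-2.85), MCM7 (-2.76), BTF3 (-2.73), SLC2A1 (-2.66), YBX1 (-2.58), HSPA5 (-2.43) and BRCA1 (-2.39), and EZH2 at 3.22.

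For SCC13 minus A431 the lowest were JUNB (-3.02), PABPC1 (-2.99), SLC2A1 (-2.84), ACTB (-2.69), YBX1 (-2.67), BTF3 (-2.65), DNAJC9 (-2.42), CCND2 (-2.39), CCNB1 (-2.29) and ARPC2 (-2.25). The highest were CDKN2B (7.25), ADM (4.15), BIRC5 (3.31), FAM46B (3.11), TPM2 (3.10), DEGS1 (3.02), CEBPA (2.86), CEBPD (2.61), DEFB1 (2.58) and RFX5 (2.52).

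For SCC13 minus CAL27 the lowest were EZH2 (-3.29), DEK (-2.59), USF2 (-2.49), TMEM45A (-2.33), KLF8 (-2.25), DNAJC9 (-2.23), CCND2 (-2.19), MYBL2 (-2.18), FOS (-2.13) and RANBP1 (-2.04). The highest were CDKN2B (6.26), TUBB4B (4.69), BIRC5 (4.05), KLF7 (3.56), PCNA (3.03), TUBB (3.00), FAM46B (2.83), PTRF (2.79), RFX5 (2.64) and SMC4 (2.48), and FERMT1 differed by 2.26. In both contrasts with SCC13, differences of genes at the floor in SCC13 tumors are not exact.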

How the results depend on the processing

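The direction of the genes picked by the naming rule held under nearly every alternative, but many lost their call. Calls of named genes were lost in 28 cases under sign-flip permutation, 26 with the deposited values, 22 under quantile normalization, 10 with MAD scaling, 3 with robust eBayes, 3 with arrayWeights, 1 without the genes that share an exact value and 25 over all fits that left out a column. With an estimated correlation 7 list calls were lost, and 1, of cell junctions in CAL27 culture, without the genes that share an exact value. The reversed directions came with the deposited values, relative to the non-targeting guides, by the construction of that scale: in CAL27 culture MPZL2 (-0.00029), KRT5 (-0.023), HMGB2 (-0.024), REST (-0.029), ID2 (-0.029), DSC3 (-0.030) and SERPINB3 (-0.058), and in SCC13 tumors IGFBP7 (-0.40), went from above to below 0. Genes named above only as list members were not in this check. In SCC13 tumors, those with a mean below that of IGFBP7 (1.22) also lie below 0 relative to the non-targeting guides. Among them are CDH13 (1.04), H2AFZ (1.06), LGALS7 (1.09), CKS2 (1.10), FSCN1 (1.18) and KRT5 (1.21), which rose relative to the median. Centring on the non-targeting row is the same setting, since that row is 0 throughout. A filter on finite nonzero values removed no gene and tests nothing. No paired analysis was possible because the value columns carry no replicate numbers.

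On the deposited scale the counts of lower and higher genes were 136 and 1 in A431 culture, 293 and 0 in CAL27 culture, 73 and 7 in A431 tumors, 164 and 18 in CAL27 tumors and 220 and 13 in SCC13 tumors. It gave 58 lower and 1 higher in all 3 lines, 138 between lines by the F test, 25 for CAL27 minus A431 and 126 for SCC13 minus A431. Quantile normalization gave 22 and 0 in A431 culture, 33 and 0 in CAL27 culture, 1 gene higher in A431 tumors than in culture, 1 lower in CAL27 tumors than in culture, and 21 for CAL27 minus A431. Scaling to a common MAD gave 57 lower in A431 culture, 10 higher in CAL27 culture and 1 higher in A431 tumors than in culture. Exact sign-flip permutation gave 0 and 0 in A431 tumors, and so 0 and 0 in all 3 lines. The cause of the moves under quantile normalization and MAD scaling was not tested.

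For tumors against culture, arrayWeights gave 7 lower and 14 higher in A431 and 30 and 46 in CAL27, and an own spread per setting 11 and 14 and 47 and 54, against 0 throughout in the main setting. For CAL27 minus A431 they gave 75 and 76 genes, and arrayWeights gave 136 by the F test. Without the 21 genes that share an exact value, a set chosen after seeing the data, there were 58 lower and 15 higher in A431 culture, 33 higher in CAL27 culture and 5 higher in all 3 lines. With an estimated correlation camera called 0 lists in A431 tumors, CAL27 tumors and CAL27 culture. With medians over columns the correlation was 0.48 for A431 with SCC13 tumors and 0.58 for CAL27 with SCC13 tumors, and Spearman's coefficient between the 2 cultures was 0.63 in A431 and 0.83 in CAL27.

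Leaving out 1 value column at a time gave 24 to 33 lower and 14 to 20 higher genes in A431 tumors, 4 to 10 higher in all 3 lines, and 0 to 1 higher in A431 tumors than in culture. In the first of these, columns 1 and 4 moved the lower count and columns 1, 2, 4 and 7 the higher count by over 1.5 times. In CAL27 tumors the ranges were 63 to 71 and 53 to 62, and in SCC13 tumors 73 to 83 and 68 to 77. With 1 culture left there is no test of a culture, only a value. Depth is unknown, so what it limits could not be measured.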

Other observations

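Among gene groups not described so far, few matrix proteases passed in tumors. Of 13, those past the threshold included SERPINH1, which rose, and TIMP1, which fell, in A431 tumors, while SERPINB1 and SERPINH1 rose in CAL27, and PRSS23, SERPINB1 and TIMP3 rose and TIMP1 fell in SCC13 (camera adjusted p = 0.40, 0.38 and 0.71). Of 7 laminin and basement membrane genes 0 passed in A431 tumors, LAMB3 and DST rose and LAMA3 fell in CAL27, and DST rose and PLEC fell in SCC13 (0.63, 0.95 and 0.76). Of 7 matrix proteins DCN fell in A431 at -0.57, a call lost in 9 of 15 alternatives, and CYR61 rose in CAL27 at 1.08 and in SCC13 at 1.72 (0.85, 0.98 and 0.76). Of 12 actin cytoskeleton genes ARPC2 and PFN1 fell in the tumors of each line, with CFL1 also in CAL27 and SCC13 and ACTB in SCC13. TPM2 rose in each, with ARPC1B (0.71) in A431, FLNA (1.13) in CAL27 and CALD1 (2.46), FSCN1 (1.18) and TPM1 (1.15) in SCC13 (0.85, 0.98 and 0.73). Of 5 integrin adaptors FERMT1 fell in each line and CD151 in A431 and CAL27 (-1.40), while CAV1 and FHL2 rose in each, with FHL2 at 2.29 in SCC13 (0.85, 0.98 and 0.71).

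Of 5 hypoxia and glycolysis genes PKM fell and ADM rose in the tumors of each line. DDIT4 (1.03) also rose in A431, SLC2A1 fell in CAL27 (-2.30) and SCC13 (-2.48), and NDRG1 (-1.54) fell in SCC13 (0.63, 0.91 and 0.65). Of 13 S100, annexin and galectin genes S100A8 (-1.44) and S100A16 fell in A431 tumors, S100A11, S100A16 and ANXA2 fell and LGALS7 and LGALS7B rose in CAL27, and S100A11 (-1.59) and S100A2 fell and ANXA2, LGALS7, S100A14 and S100A7 rose in SCC13 (0.85, 0.98 and 0.76). Of 13 junction genes JUP and DSC2 rose in A431, DSG1 (1.13) and GJA1 in CAL27, and GJB2 (2.10), DSG1 and PKP1 in SCC13 (0.63, 0.84 and 0.64). Of 3 MAPK and PI3K genes RELA (-0.85) and IGFBP6 fell in A431, 0 passed in CAL27 and IGFBP7 rose in SCC13 (1.22, but -0.40 relative to the non-targeting guides) (0.37, 0.98 and 0.71). Of 3 TGF-beta genes INHBA rose in CAL27 (1.35) and SCC13 (2.72), and stood at 0.67 in A431 without passing (0.40, 0.96 and 0.71). TPM2, ADM, CALD1, CD151, CYR61, DST, INHBA, SERPINB1 and SERPINH1 are among the genes that share an exact value.

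Of the tests below, those on the level of the shared value, on the non-targeting guides, on the wider spread, on the initial cells and on growth time were chosen only after the result was seen. The genes that share an exact value, on which Fisher's exact test below rests, were also a set chosen after seeing the data.

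A hypothesis is that tumor growth needs ITGB1 and FERMT1 more than culture does. Whether a wider spread of all values in tumors gave the difference was not decided. In a regression of tumor on culture means, 4 of 4 residuals, for 2 genes in 2 lines, lay below the 2.5th percentile of all genes. They lay at percentiles 1.83 and 2.14 in A431 and 0.61 and 0.31 in CAL27. A common stretch of the culture values alone does not account for these tumor means. But some genes lie lowest under any spread, and these 2 were already known to have very negative differences. An error in the initial cells of 1 table was argued against. Both genes were lower past the threshold in tumors of 3 of 3 lines, each with its own initial cells. The longer growth of tumors cannot be told apart from the setting, since all tumors grew longer than all cultures. Of the genes lower in culture, 31 of 37 in A431 but 18 of 61 in CAL27 (50% together, with genes lower in both cultures counted in each line) had a tumor mean above their culture mean, but genes picked for low culture means tend to lie higher elsewhere, so this decides nothing about time.

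Genes such as ADM and TPM2 may stand high in tumors because the guides behind their values had few initial reads. Within columns of the cultures, 18 genes share an exact value with another gene, as guides with no reads at either time would. In tumors 6, 13 and 12 of these 18 rose in A431, CAL27 and SCC13, against 20, 48 and 65 of 309 others (Fisher's exact test over 5 comparisons, two-sided, adjusted p = 0.0023, 2.12e-06 and 0.00019). In culture 0 of 18 rose in either line, but this was largely fixed by how they were chosen. The shared value in culture lay only 0.0014 to 0.043 log units above the column median. The shared value lay above the column median in 7 of 7 tumor columns that had one, by 0.51 to 3.64 log units, but these are values of the same genes and do not bear on the number of reads. Among 138 genes outside the set, the value at the floor of SCC13 tumor column 7 correlated with the mean in A431 tumors at r = -0.30 and in CAL27 tumors at r = -0.21 (permutation p = 0.00043 and 0.0132, adjusted 0.00086 and 0.0132), where a positive correlation was predicted, but this excludes nothing, since the genes were all lost in that tumor and SCC13 stood in for the initial reads of the other lines, so few initial reads stay open and no biological explanation was tested.

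In value column 3 of the SCC13 tumors, the non-targeting guides may have been lost. The 136 genes at the floor of that column had a median deposited value of 0.62 ± 1.09 (SD over genes), near the non-targeting guides at 0, while in the 15 other tumors such genes had medians of -6.92 to -2.59. Non-targeting guides at the floor in that tumor would make its deposited values too high as a whole. But the column was picked for its high median over genes, 0.53, so the test in part restates that. The median of the genes at the floor also lay above 0.53, where genes with no reads left should lie low. The explanation therefore stays open. The design gives no biological explanation to test. Centring removes such a shift, and without the column 83 genes were lower and 74 higher.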
